A study of Homo sapiens with 4 samples. Its data were reported in "Tumor-suppressive function of EZH2 is through inhibiting glutaminase" (2021).

How the data were processed

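Messenger RNA was sequenced from 2 human colorectal cancer cell lines, HCT116 and RKO, each carrying either a control short hairpin RNA (shRNA) or an shRNA against EZH2, delivered by lentivirus. There were 4 libraries, 1 per group, so each comparison within a line set 1 library against 1 other. Per the labels, total RNA was taken with Trizol, libraries were made with a TruSeq RNA kit and sequencing was done on an MGISEQ-2000 instrument.

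The authors mapped the reads with Bowtie and estimated gene levels with RSEM, which shares reads that fit several genes or isoforms between them. The submitters' processing notes name Bowtie2 and BWA and the genome builds hg19 and GRCh37; the methods of the study name a mouse build, which does not match a human series, and which build the mapping used was not settled here. Versions were not given in the sources used here. For each gene and library the deposited table held an FPKM value (fragments per kilobase of transcript, scaled to the mapped total of the library), rounded by the authors to 2 decimals, and an expected count, the number of fragments RSEM assigned. The authors also deposited the log2 ratio of the FPKM values in each line. Recomputing it from the FPKM columns, with a value of 0 replaced by 0.01, gave the same numbers to within 1e-09 for 7577 genes in HCT116 and 7046 in RKO.

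The table as used here held 7640 genes, of which 7583 were mRNA genes, 37 long noncoding RNAs and 19 pseudogenes. It was a partial gene list, and the rule that chose the genes was not stated. Of the gene lists described next, it held 96.0% of the cell cycle genes but 14.7% of the ribosomal protein genes, so counts of changed genes refer to the listed genes and not to the transcriptome. A spreadsheet had turned 13 gene symbols into dates, and these were restored through their NCBI gene IDs. Expected counts summed to between 7898152 and 8185776 per library over the listed genes. Total depth was estimated from the ratio of count to FPKM and transcript length over 249 genes with a single long transcript, which gave 17080937 and 16956663 fragments for the HCT116 control and knockdown libraries and 18931684 and 18688779 for those of RKO.

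Fold changes were differences of log2(FPKM + 1), knockdown minus control, within each line. The pseudocount of 1 makes the change of weakly expressed genes look smaller than it is. Genes with a mean FPKM of at least 1 over the 4 libraries were called measured (6139 genes). A gene was counted as higher or lower when it passed 1.2-fold, the fold the study used for its intersection of lines. For an effect common to both lines, limma was run on log2(FPKM + 1) with the cell line as a block, eBayes with a trend and Benjamini-Hochberg adjustment at 0.05, which leaves 1 residual degree of freedom beside the prior. The design had assumed FPKM alone; because expected counts were also deposited, edgeR's quasi-likelihood test and DESeq2 were run on the counts rounded to whole numbers as alternatives. Nothing in the labels says how the cultures were separated, so p-values measure only the spread between these samples. Intervals on count ratios are exact binomial 95% intervals and cover counting error only.

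Before the data were examined, 35 gene lists, the tests, the rule for the genes named and most of the alternative settings were fixed. A list with at least 5 measured members was described by the percentile of its median change among 10000 random lists of the same size matched on mean expression. Such percentiles describe these libraries and are not p-values. The rule for named genes took EZH2 and the PRC2 subunits; the 10 genes highest and the 10 lowest in both lines by the smaller of the changes; the 5 largest rises and 5 largest falls in each line; the 5 genes per direction whose changes differed most between the lines; up to 4 members of each list with the largest mean change; and the 13 glucose metabolism genes for which the study lists primers, of which 7 were in the table. Some genes that the rule takes are not reported here. Readthrough genes, which join neighbouring genes, and near-identical paralogs are named as uncertain, since their reads can be split by the estimator.

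Transcript GC content and length came from GENCODE release 29 transcripts matched by NCBI gene ID, and 99.1% of the measured genes had a value. That annotation is on another genome build than the processing notes name, so no coordinates are given. A GC trend was fitted in each line by lowess with a span of 0.3 and subtracted as an alternative chosen after seeing the data. The other alternatives were pseudocounts of 0.1 and 0.01, each library scaled to the same FPKM total, median-of-ratios scaling, other filters on low values, other fold thresholds, each line alone, and limma without the block, without the trend or with robust estimation.

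The tests were tested on simulated data. With 6139 simulated genes, of which 100 were changed 2-fold and 100 changed 4-fold alike in both lines, and a biological coefficient of variation of 0.2, limma recovered 44% of the 2-fold and 99% of the 4-fold changes with 8 false calls, and edgeR recovered 45% and 99% with 5 false calls. These simulated changes had the same size in both lines, with no GC trend and no response of either line alone. The shares recovered therefore do not measure the power for the real libraries. The GC correction brought a simulated trend from a Spearman correlation of -0.388 to 0.00548 over 6081 genes. The software was Python 3.11.15 with pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1, edgeR 4.0.16 and DESeq2 1.42.0.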

Results

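Gene expression was measured by RNA sequencing in HCT116 and RKO, human colorectal cancer cell lines, after knockdown of EZH2, the methyltransferase of Polycomb repressive complex 2 (PRC2) that places the repressive mark H3K27me3. Each line gave 1 control shRNA library and 1 EZH2 shRNA library. The estimated depth was 16956663 to 18931684 fragments per library, and the 7640 listed genes took 41.7% to 48.3% of it. There were no replicates within a line, so the lines themselves were the only replication of the knockdown and differences within 1 line have no replicate check. The sample titles do not say which EZH2 hairpin was used or whether the lines shared it. Agreement between the lines therefore cannot separate loss of EZH2 from other effects of a shared hairpin.

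The first comparison asked whether EZH2 was lowered in the knockdown libraries. EZH2 (gene ID 2146) was lower in both knockdown libraries. In HCT116 its level was 31.49 FPKM in the control and 12.61 in the knockdown library, a log2 change of -1.26. In RKO it was 33.61 and 6.61 FPKM, a log2 change of -2.19. The ratio of depth-scaled expected counts was 0.448 in HCT116 (95% interval 0.409 to 0.491) and 0.227 in RKO (0.203 to 0.253). The adjusted p of limma for a common change in EZH2 was 0.661, although the gene moved the same way in 2 of 2 lines.

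**Figure D1:**
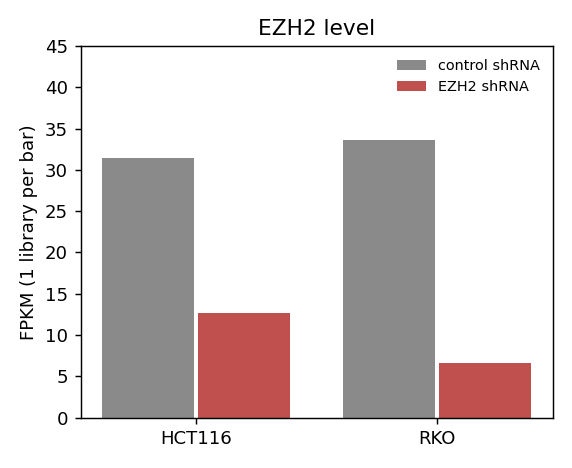
Level of EZH2 in FPKM in the control (grey) and EZH2 shRNA (red) library of HCT116 and RKO, with 1 library per bar and therefore no error bars. EZH2 went from 31.49 to 12.61 in HCT116 and from 33.61 to 6.61 in RKO.

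The table held 7 of the 13 genes of the PRC2 list, and the subunits SUZ12 and EED were not among them. Of the 6 measured subunits and partners other than EZH2, none was over 1.2-fold lower in either line. RBBP7 had log2 changes of -0.05 in HCT116 and -0.11 in RKO, and EPOP of -0.12 and -0.16. MTF2, an accessory subunit, had 0.20 and 0.90, LCOR had 0.28 and 0.78, AEBP2 had 0.03 and 0.52, and PHF19 had -0.17 and 0.32. After the GC trend was subtracted the RKO changes of these 4 genes were 0.29, 0.56, 0.27 and 0.37, and LCOR in HCT116 was at 0.23, under 1.2-fold. Of the 7 measured PRC2 genes, EZH2 alone was over 1.2-fold lower in both lines and LCOR alone was over 1.2-fold higher in both. The median of the 7 was -0.05 in HCT116 (percentile 33.4 among matched random lists) and 0.32 in RKO (percentile 97.545, or 86.7 against lists also matched on GC). Under median-of-ratios scaling the RKO median was 0.16. In the related complex PRC1, BMI1 was among the genes most raised in both lines, with 10.84 against 21.74 FPKM in HCT116 and 19.20 against 36.00 FPKM in RKO, while CBX2 had -0.09 and -0.42.

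The next comparison asked which genes were higher after EZH2 knockdown in both lines. The highest by the smaller of their changes were CTGF, a secreted matricellular protein and YAP target (log2 changes 0.88 in HCT116 and 1.74 in RKO), BMI1 (0.94 and 0.87), TFPI, an inhibitor of coagulation (0.85 and 1.01), CAV1, the coat protein of caveolae (0.78 and 1.68), PTBP2, a splicing regulator (0.74 and 2.25), RUNX2, a transcription factor of bone (1.06 and 0.74), and DUSP6, a phosphatase of ERK (0.72 and 0.95). The remaining genes of the first 10 were uncertain: NEDD8-MDP1 is a readthrough gene, HIST1H4K has near-identical histone copies, and the gene with ID 107986804 had between 3.54 and 35.27 expected counts per library. In all, 245 of 6139 measured genes were over 1.2-fold higher in both lines, where unrelated lines with the same counts would share 177. At 1.5-fold the count was 19 against 15.2 for unrelated lines, and at 2-fold it was 1 against 1.55. PTBP2, BMI1 and TFPI transcripts are of low GC. After the GC trend was subtracted their RKO changes were 1.56, 0.62 and 0.69.

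Genes lower in both lines were led by EZH2 itself. They included SNX2, a sorting nexin of endosomes (-0.94 in HCT116 and -1.74 in RKO), HMGB3, a chromatin protein (-0.83 and -0.98), SS18L2 (-0.77 and -1.30), NPM3, a nuclear chaperone (-0.72 and -0.93), PRUNE1 (-0.71 and -1.24) and PRXL2B (-0.69 and -0.70). TGIF2-RAB5IF and NME1-NME2, both readthrough genes, and NPIPA8, a member of a near-identical family, were also among the 10 lowest and are uncertain. In all, 163 genes were over 1.2-fold lower in both lines, where 64.8 would be shared by unrelated lines. At 1.5-fold the count was 15 against 1.12 for unrelated lines, with EZH2 among the 15. At 2-fold it was 2 against 0.03, and the 2 were EZH2 and the uncertain TGIF2-RAB5IF. A further 101 genes passed 1.2-fold in opposite directions, against 220 for unrelated lines. The split of 245 higher and 163 lower genes depended on the scaling and was 158 higher and 288 lower under median-of-ratios scaling.

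No gene passed an adjusted p of 0.05 for a common change by limma, in either direction. At an unadjusted p under 0.05 limma gave 168 higher and 143 lower genes, 311 in all, where 307 would be reached by chance. edgeR called no gene either, with 134 higher and 122 lower at an unadjusted p under 0.05. DESeq2 called 5 higher genes, DUSP6 (adjusted p of 0.00763), CAV1 (0.0462), BMI1 (0.0484), AKAP12 (0.0484) and TMEM123 (0.0442), and 4 lower genes, HMGB3 (0.0119), EZH2 (0.0442), FASN (0.0442) and FAM168B (0.0462). At an unadjusted p under 0.05 DESeq2 gave 87 higher and 74 lower genes, fewer in all than the 307 reached by chance. AKAP12, TMEM123, FASN and FAM168B lie outside the rule for named genes and were named after their values were seen. Across genes, which are not independent replicates, the changes in the lines had a Pearson correlation of 0.195 and a Spearman correlation of 0.254.

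**Figure D2:**
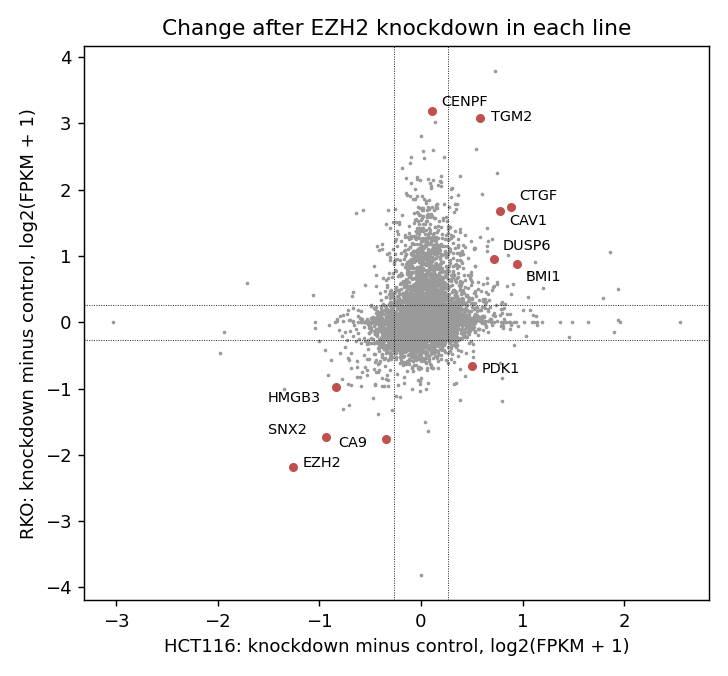
Log2 change after EZH2 knockdown in HCT116 (horizontal axis) and RKO (vertical axis), on the log2(FPKM + 1) scale, for the 6139 measured genes (grey points), with dotted lines at 1.2-fold and selected named genes in red. EZH2, SNX2 and HMGB3 lie low in both lines, BMI1, CAV1, CTGF and DUSP6 lie high in both, and the spread was wider in RKO (SD over genes 0.456) than in HCT116 (0.258).

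Hippo pathway, cell adhesion and histone genes had medians above the central 95% of matched random lists in both lines, TGF-beta genes in HCT116 and FoxO genes in RKO. The p53 target and inflammatory gene lists, described below, lay above that range in both lines as well. Of 28 measured Hippo pathway genes and YAP targets, 10 were over 1.2-fold higher and 0 lower in HCT116, 14 were higher and 3 lower in RKO, and 8 were higher in both, among them CTGF, BIRC2 (0.35 and 1.71), MOB1B (0.37 and 1.14) and BIRC3 (0.28 and 1.10, or 0.24, under 1.2-fold, and 0.57 after the GC trend was subtracted). The list's median change was 0.16 in HCT116 (percentile 100 among matched random lists) and 0.26 in RKO (percentile 99.97), where it was 0.13 under median-of-ratios scaling. Of 23 focal adhesion and extracellular matrix genes, 10 were higher in HCT116, 8 in RKO and 2 in both, with CAV1 first, and the percentiles were 100 and 98.6; the RKO median was 0.16, with 0.05 after the GC trend was subtracted and 0.04 under median-of-ratios scaling. Of 24 TGF-beta and BMP signaling genes, 5 were higher in both lines, including SMAD3 (0.65 and 1.07) and ID3 (0.39 and 0.53); the percentile was 99.97 in HCT116 and 94.4 in RKO, or 98.4 in RKO against lists also matched on GC. The RKO median of this list was 0.10, and -0.03 under median-of-ratios scaling. Of 37 FoxO signaling genes, 8 were higher in both, including KLF2 (0.65 and 1.42), CDKN2B (0.38 and 1.41) and SESN3 (0.42 and 0.71), at percentiles of 90.3 and 99.6; the RKO median was 0.17, with 0.03 after the GC trend was subtracted and 0.06 under median-of-ratios scaling. The Hippo, TGF-beta and FoxO lists follow pathways that the study picked from these libraries, so they are not independent evidence of direction. All 9 measured members of the list of mitochondrially encoded and histone genes were histone genes; 5 were higher in both lines, among them HIST1H2AC (0.65 and 1.15) and HIST1H2BK (0.37 and 1.92), and their near-identical copies leave single members uncertain. The median was 0.31 in HCT116 and 0.28 in RKO, with 0.17 in each at a mean FPKM of at least 5 and 0.12 in RKO under median-of-ratios scaling.

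Known targets of EZH2 repression and developmental regulators held genes that were higher and genes that were lower. Of 18 genes reported elsewhere as repressed by EZH2, 6 were over 1.2-fold higher and 1 lower in HCT116, and 6 were higher and 3 lower in RKO. In both lines 4 were higher, with RUNX2, KLF2 and CDKN2B among them. IGFBP3 had a change of 1.19 in HCT116 and was listed at 0 in both RKO libraries. The median was 0.08 in HCT116 (percentile 91.1) and 0.03 in RKO (percentile 66.4), inside the central 95% of random lists in both lines. Of 59 measured developmental transcription factors, 21 were higher and 10 lower in HCT116, 9 were higher and 5 lower in RKO, and 8 were higher in both. The HOX genes HOXB2 (0.70 and 1.26), HOXB4 (0.72 and 0.55) and HOXA3 (1.80 and 0.36) were higher in both lines, whereas HOXA4 had 1.46 in HCT116 and -0.22 in RKO. HOXB2 was weakly expressed in HCT116 (0.66 to 1.69 FPKM), and HOXA3 in RKO (0.26 to 0.62 FPKM). The percentile of this list was 94.9 in HCT116 and 53.3 in RKO against lists matched on expression. Against lists also matched on GC, chosen after seeing the data, it was 98.7 and 97.505, outside the central 95% in both lines.

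The medians of the stress response and lipid synthesis lists lay below the central 95% of matched random lists in both lines, although most members did not pass 1.2-fold in HCT116. Of 28 unfolded protein and integrated stress response genes, 10 were lower and 0 higher in HCT116, 8 were lower and 4 higher in RKO, and the 4 lower in both included ASNS, asparagine synthetase (-0.51 and -0.55), CHAC1 (-0.69 and -0.46) and TRIB3 (-0.73 and -0.27, or -0.23 in RKO, inside 1.2-fold, after the GC trend was subtracted). The median change was -0.16 in HCT116 (percentile 0.01) and -0.10 in RKO (percentile 2.23), where it was -0.20 after the GC trend was subtracted and -0.26 under median-of-ratios scaling. Of 20 cholesterol and fatty acid synthesis genes, 4 were lower and 0 higher in HCT116, and 10 were lower and 1 higher in RKO. INSIG1 (-0.34 and -0.86) and MVD (-0.37 and -0.36) were lower in both. The medians were -0.15 (percentile 0.43) and -0.26 (percentile 0.00), with -0.42 in RKO under median-of-ratios scaling. Of 23 glutamine metabolism genes, 10 were lower in HCT116 and 8 in RKO, and 4 were lower in both, including ASNS and PSAT1 (-0.52 and -0.32). The median of this list was -0.18 in HCT116 (percentile 0.125) and -0.03 in RKO (percentile 48.5), where its mean was 0.04 and GFPT2, which makes glucosamine phosphate from glutamine, had a change of 2.59. The RKO median was -0.20 after the GC trend was subtracted and -0.18 under median-of-ratios scaling. Among 29 genes of the glutamatergic synapse pathway, also picked by the study from these libraries, PLD1 (0.41 and 0.36) was higher in both lines, and the percentiles were 98.8 and 58.3. The RKO median of 0.02 was -0.01 under median-of-ratios scaling.

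**Figure D3:**
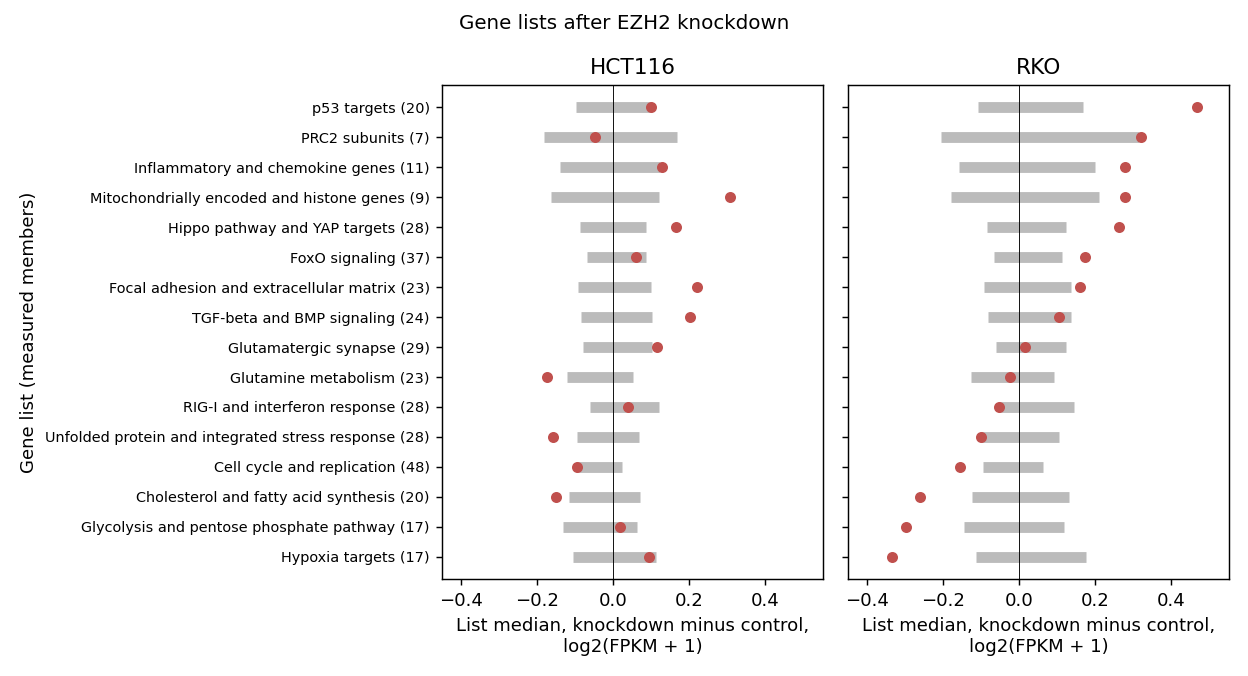
Median log2 change of each gene list (red points, number of measured members in brackets) in HCT116 and RKO on the log2(FPKM + 1) scale, for the lists outside the central 95% of matched random lists in at least 1 line, with that central range in grey. Hippo pathway genes and YAP targets had medians of 0.16 and 0.26, and hypoxia targets had 0.09 in HCT116 and -0.33 in RKO.

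Of the 31 lists given percentiles, 11 lay outside the central 95% of random lists in HCT116 and 13 in RKO. In both lines 8 did so. Lists of unrelated genes would give 1.55 per line. The lists are not independent, since some share genes, and genes within a list can change together. The counts also include pathways the study picked from these libraries. In RKO they include the PRC2 list, whose median was high although its member EZH2 was lowered. Against lists also matched on GC, the PRC2 list was at percentile 86.7 in RKO, inside the central 95%. The counts are therefore no measure of a knockdown effect. With random lists matched on GC as well, the numbers were 12 and 13.

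In HCT116 the largest rises were mostly in genes with little or no expression in RKO. TNFSF18, a TNF family ligand, went from 0.65 to 8.67 FPKM, SPTSSB, a subunit of serine palmitoyltransferase, from 5.51 to 24.33, and SUSD2 from 8.51 to 35.48. NT5E, the ectonucleotidase CD73, went from 4.28 to 19.19 FPKM, and ARHGEF3 from 13.05 to 51.41. In RKO, TNFSF18 and SPTSSB were listed at 0 in both libraries and SUSD2 was at 0.03 and 0.05 FPKM, while ARHGEF3 was at 3.68 and 3.23. NT5E was at 0.62 and 1.29 FPKM in RKO, a log2 change of 0.50. The largest falls in HCT116 were in MAGEA2B, RPS10-NUDT3, HBA2, SULT1A4 and TGIF2-RAB5IF, which are readthrough genes or have near-identical copies and are uncertain.

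In RKO the largest rises were in TGM2, a transglutaminase (3.84 to 40.11 FPKM), CENPF, a kinetochore protein (1.52 to 21.82), MYBL1 (3.13 to 32.46) and TM4SF1 (1.06 to 13.43). CENPF and MYBL1 were nearly flat in HCT116, with changes of 0.11 and 0.13, and TGM2 had 0.58. HIST1H4K went from 0.00 to 12.80 FPKM in RKO while HIST1H4J, a near-identical histone copy, went from 13.05 to 0.00, so neither value can be assigned to 1 gene. Of 20 p53 targets, 14 were higher and 0 lower in RKO, including RRM2B (1.65), FAS (1.04) and ZMAT3 (1.02). The median change was 0.47 (percentile 100), and 0.42 after the GC trend was subtracted. In HCT116 the same list had 5 higher and 2 lower genes and a median of 0.10 (percentile 97.6).

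Glycolysis and hypoxia genes were lower in the RKO knockdown library. Of 17 glycolysis and pentose phosphate genes, 10 were over 1.2-fold lower and 0 higher in RKO, with ALDOC at 27.30 against 9.01 FPKM, PGK1 at 398.54 against 197.07 and LDHA, lactate dehydrogenase, at 969.69 against 694.91. In HCT116, 4 were higher and 0 lower, and LDHA was at 714.86 against 765.36 FPKM. The median was -0.30 in RKO (percentile 0.00) and 0.02 in HCT116 (percentile 87.0). Under median-of-ratios scaling it was -0.46 in RKO and -0.002 in HCT116. Of 17 hypoxia targets, 9 were lower and 2 higher in RKO, led by CA9, a carbonic anhydrase (7.48 to 1.49 FPKM), and the median was -0.33 in RKO (percentile 0.00) and 0.09 in HCT116 (percentile 95.02). Of the genes for which the study lists primers, ENO1 had changes of -0.00 in HCT116 and -0.23 in RKO, PGAM1 -0.03 and -0.28, SLC2A3 0.30 and 0.08, and PDK1 0.50 and -0.65. TXNIP was listed at 0 in both HCT116 libraries and was at 53.38 and 62.86 FPKM in RKO. The difference between the lines was not tested.

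Cell cycle and replication genes had low medians in both lines. Of 48 measured genes, 0 were higher and 2 lower in HCT116, with a median of -0.10 (percentile 2.01). In RKO 13 were lower, including GINS2 (-0.78), and 8 were higher, including CENPF, CCNE2 (1.42) and TOP2A (1.37). CENPF, CCNE2 and TOP2A are of low GC, and after the GC trend was subtracted 4 members were higher and 14 lower, with 2.82 for CENPF, 0.68 for CCNE2 and 0.92 for TOP2A. The RKO median was -0.16 (percentile 0.01), or -0.31 under median-of-ratios scaling, while the mean was 0.03.

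Transcript GC content went with the change in RKO. In the decile of genes with the lowest GC, the median log2 change was 0.66 in RKO and 0.05 in HCT116, and 70.9% of these genes were over 1.2-fold higher in RKO against 12.5% in HCT116. The Spearman correlation of the change with GC, across genes, was -0.387 in RKO and -0.167 in HCT116. In that decile the RKO control library lay 1.05 log2 units under the HCT116 control (median difference -1.05), and the RKO knockdown library was closer to its HCT116 counterpart (-0.27). Among genes over the median GC, 71 were higher and 109 lower in both lines, against 29.8 and 57.1 for unrelated lines.

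**Figure D4:**
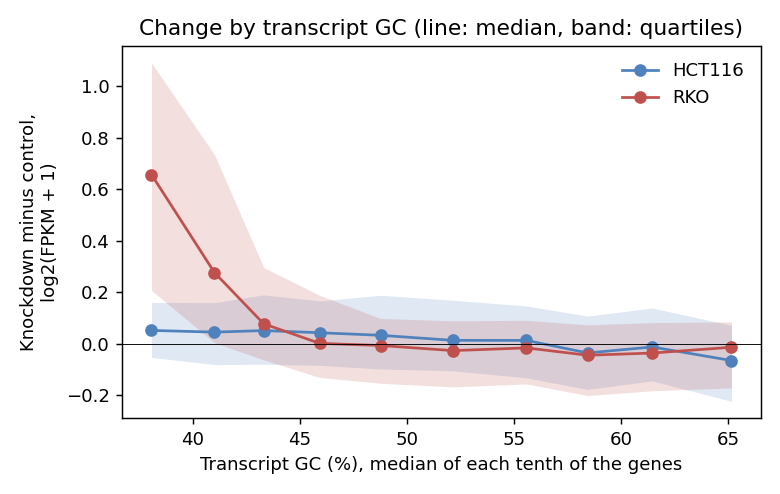
Median log2 change after EZH2 knockdown (points and lines) with quartiles (bands) in 10 groups of genes ordered by transcript GC, in HCT116 (blue) and RKO (red), on the log2(FPKM + 1) scale. In RKO the median was 0.66 in the group of lowest GC and -0.01 in that of highest GC, and in HCT116 it was 0.05 and -0.07.

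The difference between the lines was far larger than the knockdown change. On log2(FPKM + 1), the control and knockdown libraries of a line had a Pearson correlation of 0.989 in HCT116 and 0.976 in RKO, and libraries of different lines had 0.661 to 0.681. Over 2-fold differences in both the control and the knockdown pair were seen for 2291 genes (37.3%), of which 1521 were higher in HCT116 and 770 in RKO. Epithelial genes stood out, with a median RKO minus HCT116 difference of -4.58 in the controls and -4.49 in the knockdown libraries. CLDN7, a tight junction protein, was at 68.20 FPKM in the HCT116 control and 0.22 in the RKO control, and JUP, plakoglobin, at 148.19 and 0.09. Of 21 epithelial genes, none was over 1.2-fold changed in the same direction in both lines, and JUP had a change of -1.04 in HCT116. That count cannot speak for members barely expressed in RKO, where the pseudocount of 1 keeps a fall under 1.2-fold. Among them were JUP (0.09 and 0.03 FPKM) and CLDN7 (0.22 and 0.14 FPKM). The RKO median of the list was -0.07, and -0.25 with a pseudocount of either 0.1 or 0.01.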

Values the study reported

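The study reported that 224 genes were upregulated in every line when its pairs of HCT116 and RKO samples were intersected with an earlier SW480 dataset. The fold change threshold for that intersection was 1.2.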

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

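The tests of a change common to both lines, of transcript length and of the GC trend on glycolysis genes were chosen only after the result was seen; the other tests of explanations were set before it.

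The lines disagreed for some genes: 101 measured genes passed 1.2-fold in opposite directions. Of these, 9 had a log2 change beyond 0.5 one way in HCT116 and the other way in RKO, and the difference was not tested. The RKO minus HCT116 difference was -1.16 for PDK1, the kinase that inhibits pyruvate dehydrogenase, 2.26 for GOLGA4, a Golgi protein, 2.28 for KRT7, a keratin, and -1.04 for ARSJ, a sulfatase. It was -1.64 for TPTEP2-CSNK1E and -1.98 for RBM14-RBM4, both readthrough genes, and 2.31 for SULT1A4, -1.39 for U2AF1L5 and 1.11 for SIK1B, which have near-identical copies.

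The ratio of expected count to FPKM, which follows the effective transcript length and was not part of the comparisons above, was higher for EZH2 in both knockdown libraries. Relative to the median gene, it changed by 0.16 log2 units in HCT116 and 0.21 in RKO, at the 99.5 and 99.0 percentiles of 4298 genes with at least 100 counts in every library.

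Low-GC genes were higher in the RKO knockdown library than in the RKO control library. A knockdown effect of equal size in both lines is argued against. The difference between the lowest and highest GC decile in HCT116 was 17.4% of that in RKO (bootstrap interval 12.6 to 22.9). With 1 culture per group, that interval cannot hold the spread between cultures. In HCT116 the change also fell with GC (Spearman correlation -0.167), and EZH2 was lowered less than in RKO. A smaller knockdown effect in HCT116 therefore stays open. Loss of long transcripts whatever their GC is argued against too, because among genes over the median GC the longest of 4 length classes exceeded the shortest by 3.35% of the rise of the lowest decile (-1.12 to 7.51). Among the lowest 20% of genes by GC, however, the median RKO change was 0.23, 0.44, 0.56 and 0.67 from the shortest to the longest class, so loss of transcripts both long and of low GC stays open. Loss of AT-rich fragments from the RKO control library stays open too: low-GC members had the higher median RKO change in 19 of 27 lists, or 70.4%, between the bounds set beforehand, and 20 lists did so in HCT116, and so does a response of RKO cells alone.

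Glycolysis genes were lower in the RKO knockdown library. The GC trend is argued against as the cause, since subtracting it left 85.3% of the median change and the list stayed at the percentile 0.00 of random lists matched on GC. Library scaling is argued against, since ribosomal protein and housekeeping genes outside glycolysis had a median of 37.8% of the glycolysis median, with an interval (24.0 to 49.0) that ended close to the bound of 50%. A weaker hypoxia response in the RKO knockdown culture is a candidate explanation, as 12 hypoxia targets outside glycolysis had a median at the percentile of 0.18. Whether that would come from EZH2 or from culture density or oxygen cannot be decided from 1 culture per group.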

How the results depend on the processing

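The GC correction, the restriction to genes over the median GC, the removal of readthrough genes, edgeR and DESeq2 were chosen after seeing the data. The changes of EZH2 kept their direction under every alternative run and moved by less than the spread between the lines. Genes over 1.2-fold higher in both lines numbered 425 and 470 with pseudocounts of 0.1 and 0.01, 158 with median-of-ratios scaling, 151 with a mean FPKM of at least 5, 19 and 1 at thresholds of 1.5-fold and 2-fold, 71 among genes over the median GC, and 780 in HCT116 alone and 1394 in RKO alone. Genes lower in both lines numbered 288 with median-of-ratios scaling, 15 and 2 at 1.5-fold and 2-fold, 7 at a log2 change under -0.75, and 593 in HCT116 alone and 671 in RKO alone. Stricter thresholds and smaller gene sets give fewer genes by construction, and the cause of the other shifts was not tested. limma called 0 genes under each of its alternatives, including the fit without the replicate block; DESeq2 called 5 higher and 4 lower. The correlation between the lines was 0.181 and 0.138 with the smaller pseudocounts, 0.209 with median-of-ratios scaling, 0.172 with no filter, 0.237 with a mean FPKM of at least 5 and 0.174 with the GC trend subtracted; the cause was not tested. Genes over 2-fold different between the lines numbered 1369 with a mean FPKM of at least 5, where fewer genes were tested. No paired analysis by replicate number was possible because each group had 1 library; the cell line served as the block. For list medians 379 alternative values stayed within the spread between the lines and 111 moved beyond it, and for the 161 named genes other than EZH2 835 and 88. That spread is wider where the lines disagree more, with 0.66 log2 units for EZH2 and 0.003 for PRXL2B. These counts are therefore not a measure of robustness alone. No list outside the central 95% of random lists in a line, and no named gene over 1.2-fold in the same direction in both lines, changed sign. Some lists inside that range did. Under median-of-ratios scaling, RKO medians went from 0.10 to -0.03 for TGF-beta genes and from 0.04 to -0.11 for glutathione synthesis genes. They went from 0.06 to -0.07 for antioxidant genes and from 0.11 to -0.04 for antigen presentation genes. Depth limits genes of few fragments, such as the gene with ID 107986804.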

Other observations

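Of 11 measured inflammatory and chemokine genes, 6 were over 1.2-fold higher and 0 lower in RKO, including PLAU, the urokinase (log2 change 1.91), and BIRC3 (1.10), and 1 was higher in HCT116; the percentiles were 99.2 in RKO and 97.7 in HCT116. Of 13 mesenchymal genes, 4 were over 1.2-fold higher and 1 lower in each line, at percentiles of 67.0 in HCT116 and 80.005 in RKO. ZEB1, a repressor of epithelial genes, had a change of 2.49 in RKO (1.84 to 14.97 FPKM) and 0.22 in HCT116. Of 28 RIG-I and interferon response genes, ISG20 (0.50 and 0.37) was higher in both lines, while the list's RKO median was -0.05 (percentile 2.38, or 4.35 against lists also matched on GC) and its mean 0.04.

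Of 33 axon guidance genes, 5 were higher and 0 lower in HCT116, 6 were higher and 6 lower in RKO, and 2 were higher in both lines, among them SEMA3C (7.14 to 17.76 FPKM in HCT116 and 0.08 to 0.55 in RKO), and the percentiles were 61.8 in HCT116 and 9.65 in RKO. None of 11 ribosomal protein genes passed 1.2-fold in either line. Of 12 nuclear-encoded respiratory chain genes 2 were lower in HCT116 and 0 in RKO, and of 8 tricarboxylic acid cycle genes PCK2 (-0.56 and -0.49) was the 1 gene lower in both. CA2, carbonic anhydrase of the colon epithelium, had changes of -0.95 and -0.42.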
